# Circulating myocardial microRNAs from infarcted hearts are carried in exosomes and mobilise bone marrow progenitor cells

**DOI:** 10.1038/s41467-019-08895-7

**Published:** 2019-02-27

**Authors:** Min Cheng, Junjie Yang, Xiaoqi Zhao, Eric Zhang, Qiutang Zeng, Yang Yu, Liu Yang, Bangwei Wu, Guiwen Yi, Xiaobo Mao, Kai Huang, Nianguo Dong, Min Xie, Nita A. Limdi, Sumanth D. Prabhu, Jianyi Zhang, Gangjian Qin

## Abstract

Myocardial microRNAs (myo-miRs) are released into the circulation after acute myocardial infarction (AMI). How they impact remote organs is however largely unknown. Here we show that circulating myo-miRs are carried in exosomes and mediate functional crosstalk between the ischemic heart and the bone marrow (BM). In mice, we find that AMI is accompanied by an increase in circulating levels of myo-miRs, with miR-1, 208, and 499 predominantly in circulating exosomes and miR-133 in the non-exosomal component. Myo-miRs are imported selectively to peripheral organs and preferentially to the BM. Exosomes mediate the transfer of myo-miRs to BM mononuclear cells (MNCs), where myo-miRs downregulate CXCR4 expression. Injection of exosomes isolated from AMI mice into wild-type mice downregulates CXCR4 expression in BM-MNCs and increases the number of circulating progenitor cells. Thus, we propose that myo-miRs carried in circulating exosomes allow a systemic response to cardiac injury that may be leveraged for cardiac repair.

## Abstract (web summary)

During myocardial infarction, microRNAs (myo-miRs) are released into the circulation. Here Cheng et al. show that myo-miRs carried in exosomes are transferred to the bone marrow (BM), downregulate expression of CXCR4 in mononuclear cells, and increase the number of circulating BM progenitor cells, thus orchestrating a systemic response to myocardial injury.

## Introduction

Mobilization of progenitor cells (PCs) and other accessory cells from bone marrow (BM) to ischemically-injured heart is a physiological reparatory response^1^. Over the last 15 years, a large number of cell-therapy clinical trials have been conducted using BM PCs and demonstrated beneficial effects for ischemic heart disease^2^. However, the efficacy remains modest, and a better mechanistic understanding of BM PC trafficking and recruitment is needed for developing newer and more effective therapeutic strategies.

MicroRNAs (miRNAs) are bioactive small non-coding RNAs, which interact with the complementary sequences in the 3′ untranslated region (3′UTR) of protein-coding mRNAs, resulting in the inhibition of protein translation or mRNA degradation^3^. It is well known that some miRs are tissue-specifically expressed. For example, miR-208a and miR-499-5p are highly enriched in the heart tissue, while miR-1a and miR-133a are abundantly expressed in both heart and skeletal muscles^4–6^. These myocardial abundant miRs (hereto referred as myo-miRs) have been shown to be markedly elevated in the peripheral blood (PB) following acute myocardial infarction (AMI) in patients and animals^7^. However, how these myo-miRs are transported in the circulation and what their biological significance is remains largely unknown.

Exosomes are small lipid-bilayer vesicles, with a 50–150 nm diameter, that are released by healthy and diseased cells^8^. Accumulating evidence suggests that exosomes mediate exchanges of genetic materials, DNA fragments, mRNAs and miRs, between cells^8^. However, whether these actions of exosomes play a role in the systemic response to cardiac ischemic injury has not been explored.

Here we investigated the role of circulating myo-miRs and exosomes in mice with AMI. We found that following cardiac injury, myo-miRs are rapidly released in a remarkable quantity to the PB where they are carried primarily in the exosomes. The exosomal myo-miRs are transferred selectively to other tissues and preferentially to the BM mononuclear cells (MNCs), in which they suppress CXCR4 expression and mediate PC mobilization. Thus, our studies reveal a novel pathway of systemic response to cardiac ischemic injury, which may be leveraged for cell based cardiovascular repair.

## Results

### Myo-miRs are markedly elevated in PB after AMI and efficiently transferred into BM-MNCs

We surgically induced AMI in mice and 6 h later, isolated plasma for measuring myo-miRs with quantitative RT-PCR (qRT-PCR). The levels of the four myo-miRs, miR-1a, miR-133a, miR-208a, and miR-499-5p, were markedly (~10^4^–10^5^ times) higher in AMI mice than in Sham-operated mice **(**Fig. 1a). We then analyzed myo-miR uptakes by different organs; while the levels of myo-miRs in the liver and spleen were similar between the two treatment groups, their levels in BM-MNCs and kidney were significantly higher in AMI mice than in Sham mice (Fig. 1b). The fold change was the greatest in BM-MNCs (Fig. 1c). It is unlikely that the increase of myo-miRs was due to their upregulation in the BM-MNCs themselves by ischemia, because their expression levels in these cells are extremely low and unaltered by hypoxia treatment (Supplementary Figure 1). These results suggest that myo-miRs released from the infarcted heart are transferred rather selectively to different organs and more efficiently into the BM cells. Furthermore, we analyzed the time-course of myo-miR accumulation in the BM-MNCs, which peaked between 6 and 12 h post-AMI, decreased at 24 h, and returned to basal level by 72 h (Fig. 1d).

**Fig. 1:**
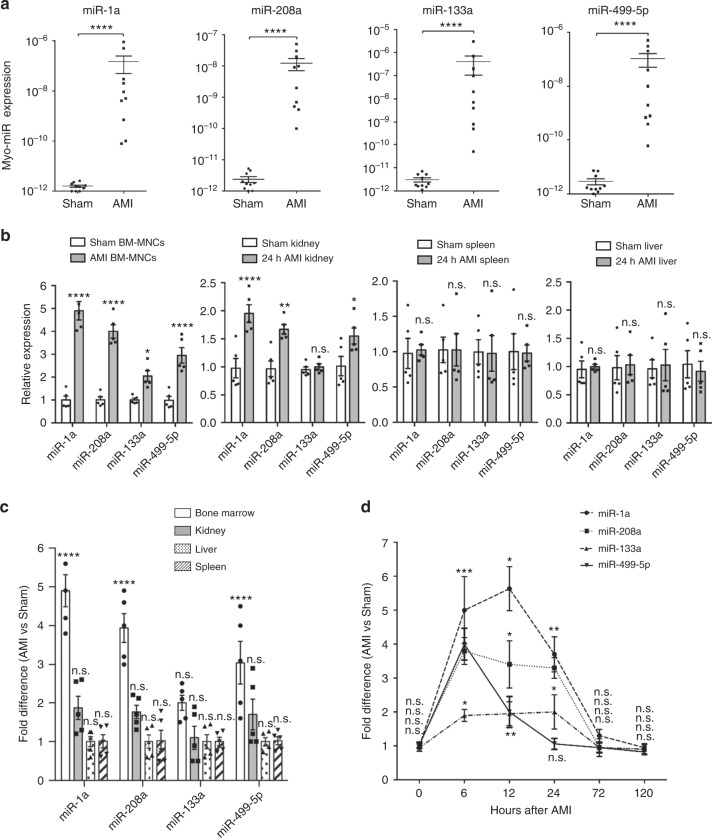
Myo-miRs are released into PB following AMI and transported into BM-MNCs. AMI and Sham surgeries were performed in C57BL/6 mice; then at various time points, the plasma, BM-MNCs, and different organs were isolated and subjected to qRT-PCR analyzes of myo-miRs, miR-1a, 208a, 133a, and 499-5p. **a** myo-miR levels in the plasma 6 h post-surgery (*n* = 10 animals per group). **b** myo-miR levels in the BM-MNCs, kidney, spleen, and liver 12 h post-surgeries, expressed relative to the levels in the intact controls (*n* = 5 animals per group), and **c** the fold difference in AMI vs. Sham mice (*n* = 5 animals per group). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs. Sham; n.s., no significant. **d** The fold difference of myo-miR levels in the BM-MNCs of AMI vs. Sham mice at 0, 6, 12, 24, 72, and 120 h post-surgery. *p < 0.05 **p < 0.01, ***p < 0.001 vs. Sham at same time point. *n* = 5 animals per group per time point. An unpaired t test was used in **a** and a two-way ANOVA was used in **b**, **c**, and **d** for statistical analysis. Error bars represent mean ± s.e.m

### Exosomes mediate transfer of circulating myo-miRs into BM-MNCs

To investigate whether myo-miRs are carried in exosomes in the circulation, we isolated exosomes from the mouse plasma and collected exosome-depleted component. The exosomes were characterized by electron microscopy, NanoSight, and Western blotting (Supplementary Figure 2). Then we quantified the levels of myo-miRs in both exosomes and the exosome-depleted (non-exosomal) component. Compared to Sham mice, levels of the four myo-miRs in the circulating exosomes were significantly higher in AMI mice (Fig. 2a). Notably, these results were reproduced in humans, in which acute ST–elevation MI significantly increased circulating exosomal myo-miRs (Supplementary Figure 3). Further studies in mice revealed that miR-1, 208, 499 were elevated overwhelmingly in the exosomes, while miR-133 was increased predominantly in the non-exosomal component (Fig. 2a). These results suggest that miR-1, 208, and 499 are primarily, while miR133 is partially, carried by exosomes in the circulation.

**Fig. 2:**
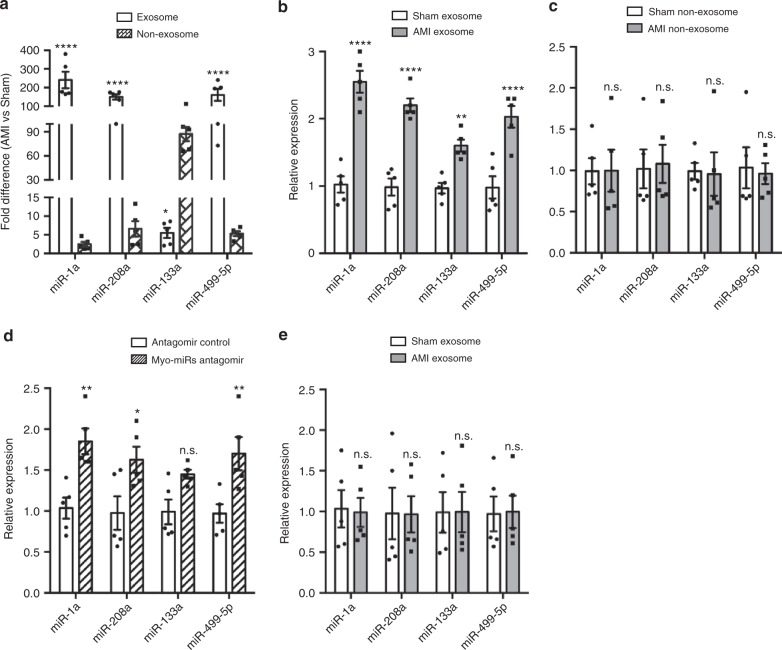
Exosomes mediate the transfer of circulating myo-miRs into BM-MNCs. Exosomes and the non-exosomal component were isolated from the plasma of AMI and Sham mice 6 h post-surgery. **a** The levels of myo-miRs in the exosomes and the non-exosomal component were analyzed by qRT-PCR and expressed as fold difference in AMI vs. Sham mice. *p < 0.05, ****p < 0.0001 vs. Sham. *n* = 5 animals per group. **b**, **c** In vitro, freshly-isolated mouse BM-MNCs (2 × 10^7^/well) were treated for 12 h with the exosomes (20 μg) (**b**) or non-exosomal component (150 μl) (**c**) from AMI or Sham mice; then, the levels of myo-miRs in the BM-MNCs were quantified with qRT-PCR. **p < 0.01, ****p < 0.0001 vs. treatment with Sham exosomes or Sham non-exosomal component; n.s. not significant. *n* = 5 biologically independent samples per group. **d**, **e** In vivo, exosomes (40 μg in 300 μL PBS/mouse) (**d**) or the non-exosomal component (300ul/mouse) (**e**) from AMI or Sham mice was *i.v*. injected into intact C57BL/6 mice; 12 h later, the levels of myo-miRs in the recipient BM-MNCs were quantified via qRT-PCR. *p < 0.05, **p < 0.01 vs. treatment with Sham exosomes or Sham non-exosomal component; n.s., not significant. *n* = 5 animals per group. A two-way ANOVA was used for statistical analysis. Error bars represent mean ± s.e.m

Next, we investigated whether exosomes can mediate the transfer of myo-miRs to the BM. BM-MNCs were isolated from intact mice (Supplementary Figure 4) and treated with exosomal or non-exosomal component from AMI or Sham mice. qRT-PCR analyzes were performed with the six reference miRNAs stably expressed in the plasma as control since their expression in the BM-MNCs was not altered by hypoxia treatment (Supplementary Table 1 & Supplementary Figure 5). The levels of myo-miRs were significantly higher in BM-MNCs treated with exosomes from AMI mice than from Sham mice (Fig. 2b), while no difference was observed between BM-MNCs treated with non-exosomal components from AMI and Sham mice (Fig. 2c). Then, we i.v. injected intact mice with exosomes or the non-exosomal component isolated from AMI or Sham mice. Consistently, myo-miRs were marked increase in the BM-MNCs of mice treated with exosomes (Fig. 2d) but not mice treated with non-exosomal component (Fig. 2e) from AMI mice. These data suggest that it is the exosomal, not the non-exosomal, component of the plasma that mediates the transfer of circulating myo-miRs into BM-MNCs after AMI.

Further, we investigated whether the exosomes themselves could be transferred to the BM cells. Exosomes were isolated from the plasma of AMI or Sham mice (6 h post-surgery), labeled with a fluorescent membrane marker PKH67, and i.v. injected into intact mice; 12 h later, BM-MNCs were isolated for analysis of their uptake of exosomes by flow cytometry. Injections of equal amount of AMI and Sham exosomes led to 92% and 89% PKH67-positive BM-MNCs in the recipient mice, respectively (Supplementary Figure 6). These results indicate that circulating exosomes are transferred efficiently to the BM cells and may regulate the function of BM PCs.

### Myo-miRs downregulate CXCR4 expression in BM-MNCs in vitro

Ample evidence from us and other laboratories suggests that PCs are retained in the BM by interactions between the CXC chemokine stromal cell-derived factor 1 (SDF-1) and CXC chemokine receptor 4 (CXCR4)^9^. Blockade of CXCR4 in the BM mediates mobilization of BM PCs to circulation and contribute to ischemic repair^10^. Since myo-miRs carried by exosomes were transferred into BM-MNCs and our bioinformatic analyzes identified a putative binding site of miR-1a at position 295-302 (-ACAUUCCA-) of the 3′ UTR of CXCR4 (Supplementary Figure 7a), we investigated whether these miRs have a role in the regulation of CXCR4 expression. We first transfected individual myo-miR mimics in both freshly isolated BM-MNCs and BM culture-derived mesenchymal stem cells (MSCs). Surprisingly, overexpression of any single myo-miR was able to downregulate CXCR4 expression in both BM-MNCs and MSCs, as evaluated by qRT-PCR, Western blotting, and flow cytometry analyzes (Fig. 3). In contrast, overexpression of two skeletal muscle specific miRs, miR-208b and miR-133b, did not alter the levels of CXCR4 (Supplementary Figure 8). Furthermore, dual-luciferase activity reporter assays confirmed that miR-1a targets the 3’UTR at position 295-302 (Supplementary Figure 7b). However, miR-133a, miR-208a or miR-499-5p did not regulate the CXCR4 3′ UTR reporter activity (Supplementary Figure 7c), suggesting that they may regulate CXCR4 expression through mechanisms unrelated to the 3′UTR. Collectively, these data suggest that myo-miRs inhibit CXCR4 expression in BM-MNCs and MSCs in vitro, implicating a potential function in BM PC mobilization.

**Fig. 3:**
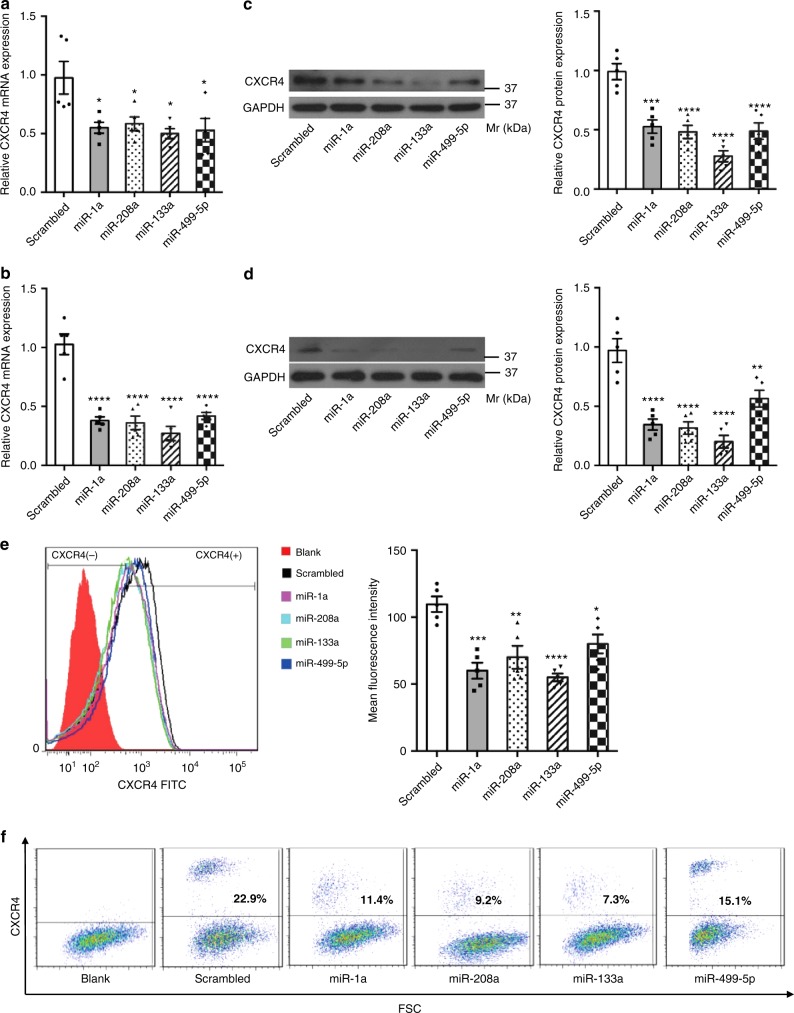
Myo-miRs downregulate CXCR4 expression in BM-MNCs and MSCs in vitro. BM-MNCs (2 × 10^6^/well) and MSCs (0.5 × 10^6^/well) were transfected with synthesized miR-1a, miR-208a, miR-133a, or miR-499-5p mimics or with a scrambled miR (final concentrations: 50 nM); 24 h later, CXCR4 mRNA expression in the BM-MNCs (**a**, **c**, **e**) and MSC (**b**, **d**, **f**) was quantified by RT-PCR (**a**, **b**), Western-blotting (**c**, **d**), and flow cytometry (**e**, **f**). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs. Scrambled. *n* = 5 biologically independent samples per group. A one-way ANOVA was used for statistical analysis. Error bars represent mean ± s.e.m

### Exosomal transfer of myo-miRs downregulates CXCR4 in BM-MNCs

Next, we investigated whether exosome-mediated myo-miR transfer regulates the expression of CXCR4. BM-MNCs were cultured with exosomes isolated from AMI or Sham mice for 24 h. The expression of CXCR4 was significantly reduced in BM-MNCs treated with exosomes from AMI mice but not with exosomes from Sham mice (Fig. 4a, b). Co-treatment with myo-miRs specific inhibitors abolished the AMI-exosomes mediated downregulation of CXCR4 expression (Fig. 4c, d), indicating that the effect was specific to myo-miRs.

**Fig. 4:**
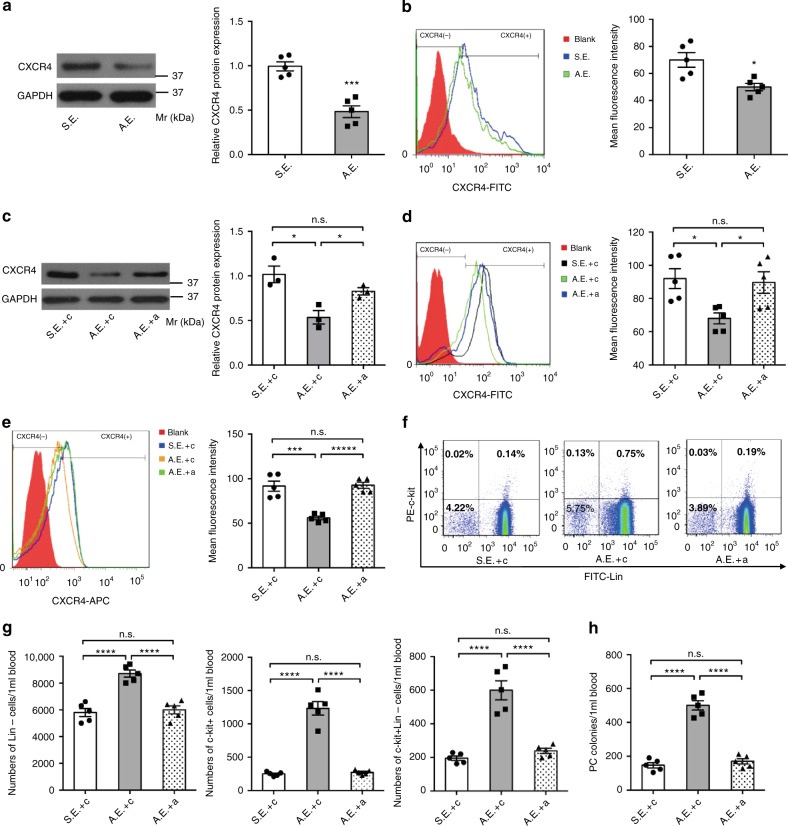
Exosomal transfer of myo-miRs downregulates CXCR4 in BM-MNCs and induces BM PC mobilization. Exosomes were isolated from the plasma of AMI mice (AMI-exosomes, A.E.) or Sham mice (Sham-exosomes, S.E.) 6 h post-surgery. **a**–**d** In vitro, BM-MNCs (2 × 10^7^/well) were cultured for 24 h with A.E. (20ug), S.E. (20 μg), A.E. plus 10 nM non-targeting scrambled control sequence (**c**) (A.E. + c), S.E. + c, or A.E. plus 10 nM (4 × 2.5 nM each) antagomir (A.E. + a), then quantified for CXCR4 expression by Western-blotting (**a**, **c**; *n* = 5 biologically independent samples per group for **a**, *n* = 3 biologically independent samples per group for **c**) and flow-cytometry (**b**, **d**, *n* = 5 biologically independent samples per group). *p < 0.05, ***p < 0.001. **e**–**h** In vivo, C57BL/6 mice were injected with a (80 mg [20 mg each] antagomir/kg body weight/day) or **c** (80 mg/kg/day) for 3 consecutive days, then subjected to AMI or Sham surgery and 6 h later, to isolation of plasma exosomes. The isolated exosomes were subsequently i.v. injected into intact C57BL/6 mice (40 μg diluted in 300 μL PBS/mouse) and 12 h later, BM-MNCS and PB-MNCs were isolated from the recipient mice for assessments of PC mobilization. **e**–**g** Flow cytometry analyzes for CXCR4 expression in BM-MNCs (**e**), percentages of c-kit^+^, Lin^–^, and c-kit^+^Lin^–^ cells in the PB-MNCs (**f**), and calculation of absolute c-kit^+^, Lin^–^, and c-kit^+^Lin^–^ cell numbers per 1 ml PB (**g**). **h** The colony-forming PCs in the PB-MNCs were evaluated via colony formation assay. ***p < 0.001, ****p < 0.0001, n.s., no significant. *n* = 5 animals per group. An unpaired t test was used in (**a**, **b**) and a one-way ANOVA was used in (**c**–**h**) for statistical analysis. Error bars represent mean ± s.e.m

### Exosomal transfer of myo-miRs induces mobilization of BM PCs

Finally, we investigated whether exosome-mediated downregulation of CXCR4 contributes to BM PC mobilization. Exosomes were isolated from AMI and Sham mice that had been pre-treated with anti-myo-miRs antagomirs or non-targeting scrambled oligonucleotides for 3 days (Supplementary Figure 9), and i.v. injected into intact mice; 12 h later, BM and PB MNCs in the recipients were analyzed. The level of CXCR4 expression was significantly reduced in the BM-MNCs of mice treated with exosomes from AMI mice (AMI-exosomes), while the reduction was diminished if the exosome donor mice were pretreated with antagomirs (Fig. 4e). Notably, c-kit^+^, Lin^–^, and Lin^–^c-kit^+^ cells in the PB were markedly increased in mice treated with AMI-exosomes but not with Sham-exosomes or AMI-exosomes from mice with antagomir pre-treatment (Antagomir-AMI-exosomes) (Fig. 4f, g). Importantly, we further performed PC colony formation assays and confirmed that the colony-forming PCs in the PB were also increased in mice treated with AMI-exosomes but not with Sham-exosomes or Antagomir-AMI-exosomes (Fig. 4h). Collectively, our results indicate that the exosome-mediated myo-miRs transfer downregulates CXCR4 expression in BM-MNCs and contributes to BM PC mobilization.

## Discussion

In this study, we have identified a previously unknown mechanism by which the ischemically-injured myocardium “signals” to mobilize BM PCs. We found that following MI, circulating exosomes and their cargo myo-miRs were transferred selectively to peripheral organs and preferentially to the BM in an exosome-dependent manner. Notably, the transferred myo-miRs downregulate CXCR4 expression in the BM cells, resulting in PC mobilization.

Although it is well-recognized that exosomes externally-prepared from stem cells have beneficial effects of on cardiovascular repair^11,12^, whether endogenous exosomes represents a physiologically relevant regulatory mechanism in the cardiovascular system remains undefined. Our work reveals that exosomes released from the ischemic heart are in fact mediating the systemic response of BM PCs to the site of injury. These observations are compelling, as circulating myo-miRs are not only a bio-marker, but also a functional constituent of the intricate crosstalk between ischemic heart and the remote BM organ. Because mobilization of PCs and other accessory cells from BM to peripheral circulation is a crucial step in the systemic response to cardiac ischemic injury and plays an important role in the turnover of vascular endothelium and restoration of coronary function^8^, exploitation of this mechanism may have the potential to enhance ischemic cardiovascular repair.

It is known that exosomes mediate exchange of genetic materials between cells; the bilayer lipid structure of exosomes protects miRs from degradation and maintains their integrity. A previous report showed that exosomes mediate transfer of miR-1 into kidney and urine^13^. In this study we found exosomes mediate transfer of myo-miRs to BM. Intriguingly, miR-1, 208, and 499 are primarily, while miR133 is partially, carried by exosomes in the circulation. Others have reported that in addition to being packed into exosomes or microvesicles, extracellular miRNAs can also be transferred by high-density lipoprotein (HDL)^14,15^ or bound by Argonaute2 (AGO2) protein complex^16^. Whether miR133a is transported in other forms in circulation is still unknown at present and warrants further investigation in the future. In addition, we found that the level of miR133a in the circulation is highest among the four myo-miRs post AMI, and that it suppresses CXCR4 expression to a greater extent than the other three myo-miRs. Thus, despite miR133a being only partially carried by exosomes, it may function potently.

The underlying mechanisms for the sorting of specific miRs into exosomes remain largely unclear^17^. Recent studies reveal that sumoylated hnRNPA2B1 recognizes the GGAG motif in the 3′ portion of miRNA sequences and causes specific miRNAs to be packed into exosomes; however no binding motif has been identified^18^. Others discovered that the 3’ ends of uridylated endogenous miRNAs are mainly presented in exosomes derived from B cells or urine, whereas the 3′ ends of adenylated endogenous miRNAs are mainly presented inside B cells^19^. The changes in miRNA-repressible targets levels that occur in response to cell activation may cause miRNA sorting to exosomes, partially by differentially engaging them at the sites of miRNA activity and exosome biogenesis^20^. Thus, specific sequences present in certain miRNAs may guide their incorporation into exosomes^21^.

The SDF-1/CXCR4 signal pathway is central to PC mobilization. We and others have previously shown that CXCR4 antagonist AMD3100 can induce BM PC mobilization and improve cardiovascular repair after MI^9,10^, and that the downstream effect of SDF-1/CXCR4 axis is mediated by Src family kinase activity^9,22^. However, the endogenous regulators of CXCR4 has been largely unclear. In this study, we found that myo-miRs suppress CXCR4 expression in BM-MNCs and mediate BM PC mobilization to the circulation. Our results suggest that miRs released from ischemic heart are natural suppressants of CXCR4, thus representing a feedback circuit. A previous report suggested an miR-1a putative target site on CXCR4^23^; here we have verified that miR-1a directly targets on CXCR4 3′ UTR. Interestingly, despite that miR-133a, miR-208a, and miR-499-5p suppress CXCR4 mRNA and protein expression, our bioinformatics analyzes revealed no binding site of these 3 miRNAs on the gene, and neither of them regulates the 3′ UTR reporter activity; thus it is likely that these 3 myo-miRs regulate CXCR4 expression through mechanisms unrelated to the 3′ UTR.

Existing evidence suggest that myo-miRs may also regulate PC differentiation^24^. For example, miR-1 has been shown to enhance the angiogenic differentiation of human cardiomyocyte progenitors^25^, and over-expression of miR-1 improves the effectiveness of MSC transplantation in the infarcted heat^26^. MiR-499 has been shown to induce cardiac differentiation of rat MSCs through Wnt/β-catenin signaling pathway^27^. Most interestingly, combined injection of miR-1, 133, 208, and 499 to the ischemic myocardium is capable of inducing the reprogramming and conversion of fibroblasts to cardiomyocyte-like cells and improves heart function^28,29^. These observations suggest that, in addition to promoting BM PC mobilization, exosomal myo-miRs may also modify the potency of PCs^30^.

A weakness of this study is that we did not examine those exosomes from non-myocardial origin, such as endothelial and platelet miRNAs. It is possible that some miRNAs from other cell-types in the injured heart may also contribute to the BM response, which remains to be tested in the future. Similarly, due to the scope of this current study, we did not evaluate the functional significance of this systemic myo-miRs-SDF1/CXCR4 pathway on PC-mediated cardiac repair, which might be challenging to differentiate myo-miRs’ BM PC effects from their direct cardiac effects^31^.

In conclusion, our data demonstrate that circulating exosomal myo-miRs released from the ischemic heart can mediate BM PC mobilization by targeting CXCR4 expression. Because of the critical role of BM PCs in the ischemic tissue repair, the mechanism identified in this study could be an important component of the physiological response to ischemic injury and thus could be leveraged for treatment of ischemic heart disease.

## Methods

### Mouse care and AMI surgery

All animal experiments in this report were approved by the Animal Care and Use Committee of Huazhong University of Science and Technology and performed in compliance with the “Guide for the Care and Use of Laboratory Animals” (NIH publication) and all relevant ethical regulations for animal testing and research. Male, 8 week-old C57BL/6 mice were used for all the experiments unless specified. For surgical induction of AMI, the mice were anesthetized by intraperitoneal injection of sterile pentobarbital sodium (50 mg/kg body weight, Sigma-Aldrich, St. Louis, MO, USA). After endotracheal intubation and mechanical ventilation, the chest of mouse was open by a left intercostal thoracotomy. AMI was induced by permanent ligation of the left anterior descending coronary artery (LAD) as we previously described^32^. The Sham-operated animals went through all the procedures except LAD ligation. Post-operative care was performed by following our approved animal study protocol. For pain management, Metacam was subcutaneously injected (1 mg/kg) at the end of surgery and continued twice daily for 3 days.

### Human studies

Human studies were approved by the Institutional Review Board for Human Use (IRB) of the University of Alabama at Birmingham (protocols IRB-151201004 and IRB X130807012) and performed in adherence to the Belmont Report and Declaration of Helsinki. Informed consent was obtained from all subjects. Plasma samples were drawn from three patients (age range 49–74 yo; two males, one female) with underlying coronary artery disease and acute ST–elevation myocardial infarction during their initial hospital presentation, immediately prior to coronary intervention and stent placement. Control plasma samples were obtained from three patients (age range 64–78 yo; one male, two females) with underlying coronary artery disease (but without evidence of acute coronary syndrome) after elective percutaneous coronary intervention.

### Isolation and labeling of circulating exosomes

Exosomes were isolated from mouse and human plasma by following recommended protocols^33–35^. The plasma was centrifuged at 3000 × g for 15 min to remove cell debris and platelets. Then each 250 μL platelet-free plasma was added into 63 μL ExoQuick Exosome Precipitation Solution (System Biosciences Co., Ltd., USA) and carefully mixed. After 4 °C refrigeration for 30 min, the mixture was centrifuged at 1500 g for 30 min at 4 °C to sediment exosomes (20 μg exosomes/250 μL platelet-free plasma). The supernatant was collected as non-exosomal component. For comparison, exosomes and the non-exosomal component from equal amount of plasma were used. To facilitate tracking in vitro and in vivo, exosomes were labeled with PKH67 Green Fluorescent Cell Linker Kit (Sigma-Aldrich Co., Ltd., USA) by following the manufacturer’s protocol. The amounts of exosomes chosen for use in the in vitro and in vivo experiments were based on our previously report^36^.

### qRT-PCR analysis of myo-MiRs in the plasma and exosomes

Plasma RNAs were isolated from 250 μL plasma samples using 750 μL TRI reagent (TB126-200, Molecular Research Center, Inc.) according the manufacturer’s protocol. To extract RNAs from exosomes, the exosome pellet was suspended in 1 mL of TRIzol reagent (Invitrogen) and quantified by NanoDropTM 2000/2000c Spectrophotometers (ThermoFisher Scientific). Equal quantity (5 ng) of total RNAs from each sample was used for cDNA synthesis by using a PrimeScript® RT reagent kit (Takara). The reverse transcriptions of miRNAs were performed by looped miRNA-specific RT primers for myo-miRs (miR-1a, miR-208a, miR-133a and miR-499-5p) and reference miRNAs (miR-19b-3p, 103-3p, 154-5p, 200b-3p, 342-3p, and 434-3p) (Guangzhou RiboBio). The reference miRNAs are stably-expressed in the circulation as determined by miRNA sequencing of plasma collected from AMI and Sham mice (Supplementary Table 1). 

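The plasma miRNA sequencing comprised 4 libraries, 2 from AMI mice and 2 from Sham mice. By the paper's methods the mice were C57BL/6 at an age of 8 weeks. AMI was made by permanent ligation of the left anterior descending coronary artery. RNA was taken from plasma, the cell-free part of the blood. Neither the paper's text nor the sample labels state whether the libraries of a group came from separate mice, or how long after surgery the blood was taken. The p-values therefore measure the spread between libraries, part or all of which may be technical. Each library was made with a kit that attaches a unique molecular identifier (UMI), a random tag, to every cDNA before amplification. PCR copies of a molecule share its tag and are counted once. The authors deposited UMI counts and read counts, not normalized, for 921 mature miRNA entries and 94 piRNA entries. The authors name bcl2fastq for separating the reads and mm10 as the genome build. The aligner and the miRNA annotation are not given in the sources used here. The AMI libraries held 9016139 and 11461361 UMIs and the Sham libraries 7460687 and 4842247 UMIs, at 1.16, 1.19, 1.17 and 1.28 reads per UMI in AMI 1, AMI 2, Sham 1 and Sham 2. The most abundant miRNA was miR-16-5p, which red blood cells hold in large amounts, with 22.9% and 25.4% of the miRNA UMIs in AMI 1 and AMI 2 and 20.9% and 13.5% in Sham 1 and Sham 2. The log2 ratio of the red-cell miR-451a to miR-23a-3p, a measure of haemolysis, was 1.02 and 0.52 in AMI 1 and AMI 2 and 3.02 and 1.56 in Sham 1 and Sham 2. The hepatocyte miRNA miR-122-5p took 6.63% and 8.11% of the miRNA UMIs in AMI 1 and AMI 2 and 0.591% and 2.09% in Sham 1 and Sham 2. In AMI 1 with Sham 2, and in AMI 2 with Sham 1, the larger UMI count of every entry was either 0 or at least 10. In all, 166 entries stand at 0 in both libraries of one pair, so a 0 there may not be a measured absence. UMI counts of the miRNA entries were compared between AMI and Sham with the quasi-likelihood test of edgeR after TMM normalization. The test covered the 772 miRNAs that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05 (two-sided).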

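The 6 reference miRNAs were at similar levels in AMI and Sham plasma, and none passed the test for a difference. miR-19b-3p, a member of the miR-17-92 cluster, was at 1423 ± 48.8 CPM (UMIs scaled to a common library size, SD, n = 2 libraries) in AMI and 1412 ± 71.9 (SD, n = 2) in Sham plasma, a log2 fold change of 0.01 (95% confidence interval −0.74 to 0.76, adjusted p = 0.984 from edgeR). miR-103-3p, the most abundant of the 6, was at 2736 ± 267 in AMI and 2962 ± 411 in Sham plasma, a log2 fold change of −0.11 (−0.89 to 0.66, adjusted p = 0.872). For both of these miRNAs the AMI and Sham libraries overlapped. The other 4 were slightly lower in both AMI libraries than in both Sham libraries, without passing the test. miR-200b-3p, known from epithelial cells, was at 1043 ± 78.7 in AMI and 1276 ± 15.6 in Sham plasma (log2 fold change −0.29, −1.04 to 0.46, adjusted p = 0.578). miR-342-3p, known from lymphocytes, was at 2166 ± 92.2 and 2568 ± 126 (log2 fold change −0.25, −1.0 to 0.51, adjusted p = 0.653). miR-434-3p and miR-154-5p both come from the imprinted Dlk1-Dio3 region. miR-434-3p was at 239 ± 8.88 and 278 ± 12.6 (log2 fold change −0.22, −0.98 to 0.55, adjusted p = 0.696). miR-154-5p, the least abundant of the 6, was at 21.6 ± 0.758 and 24.2 ± 1.88 (log2 fold change −0.16, −0.92 to 0.59, adjusted p = 0.776). Across the 4 libraries the level of each of the 6 ranged over 0.10 to 0.38 on the log2 scale. The standard errors of their log2 fold changes were all 0.34 to 0.35, because edgeR takes much of the spread from other miRNAs. The intervals therefore do not measure the spread of each reference alone.

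**Figure D1:**
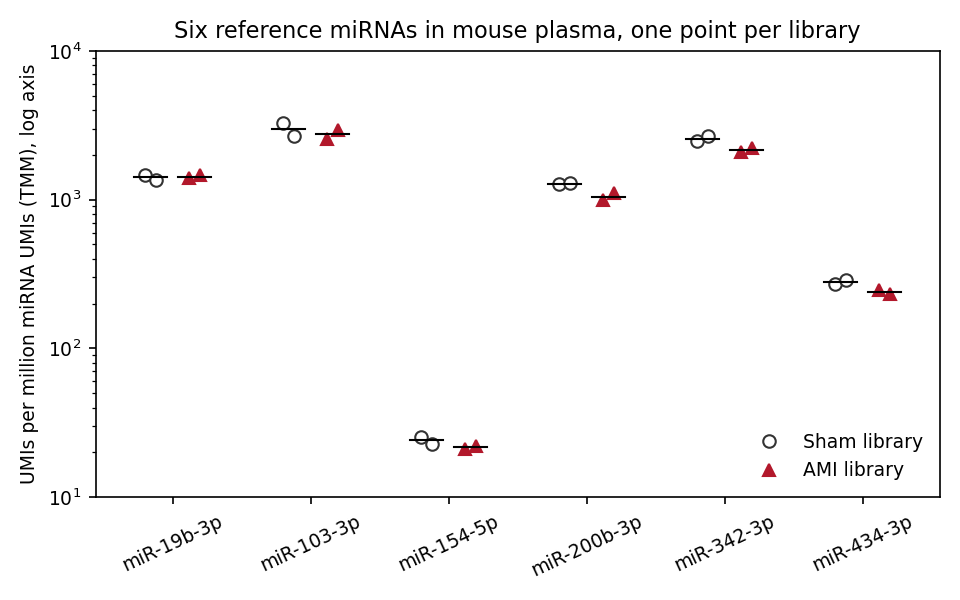
Level of each reference miRNA in CPM, UMIs scaled to a common library size by TMM (log axis), with 1 point per library, open circles for Sham, filled triangles for AMI and a horizontal line at the mean of each group of 2. Group means of miR-19b-3p were 1423 in AMI and 1412 in Sham, and those of miR-200b-3p were 1043 and 1276, the widest gap on the log2 scale.

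In GRCm38 miR-19b-3p is encoded by Mir19b-1, in an exon of the non-coding Mir17hg on chromosome 14 (115044305 to 115044391), and by Mir19b-2 on chromosome X (52741983 to 52742066). The miR-103-3p hairpins lie in introns of Pank3 on chromosome 11 (35782396 to 35782481) and of Pank2 on chromosome 2 (131288052 to 131288137). Mir200b lies in an intron of Ttll10 on chromosome 4 (156055681 to 156055750). On chromosome 12, Mir342 lies in an intron of Evl (108658620 to 108658718), Mir434 antisense to an exon of Rtl1 (109594506 to 109594599) and Mir154 in an intron of the non-coding Mirg (109738433 to 109738498). The other arm of Mir342, miR-342-5p, was lower in AMI plasma, at a log2 fold change of −3.68 (adjusted p = 0.000810 from edgeR). Its counts were low, 7 and 4 UMIs in the AMI and 39 and 62 in the Sham libraries. That of Mir434, miR-434-5p, was at −1.66 (adjusted p = 0.0165), and that of Mir200b, miR-200b-5p, at 0.04 (0.962). These arms were compared after the values had been seen. For comparison, 212 of the 772 miRNAs tested differed between AMI and Sham plasma at an adjusted p under 0.05 from edgeR, of which 114 were higher and 98 lower in AMI (79 in all without AMI 1 and 95 without AMI 2). Of the 6 references, 0 passed over all miRNAs tested, 0 when adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 by DESeq2. The study chose them on these libraries, so this is not independent evidence of stability, and the intervals leave room for log2 changes down to −1.04. Scaling by library size alone, which moved the median of all tested miRNAs by −0.27, put all 6 at −0.58 to −0.26 with 0 passing, beside 86 miRNAs higher and 147 lower. Scaling by the 6 themselves, which moved it by 0.17, put them at −0.12 to 0.18, with miR-103-3p and miR-154-5p turned positive, beside 129 higher and 74 lower. This scaling makes the geometric mean of the 6 equal in all libraries. Values on both sides of 0 were therefore fixed in advance and do not test stability. The paper states that the 6 miRNAs are stably expressed in the circulation as determined by this sequencing, and used them as the reference miRNAs of its qRT-PCR.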

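Relative to one another, the 6 reference miRNAs varied little across the 4 plasma libraries, while the 4 myo-miRs were among the most variable miRNAs. The SD of the log2 ratio of any 2 of the 6 references across libraries was between 0.0496 and 0.20, and its mean, the geNorm stability measure M, was 0.129 for the 6 as a set. M of a miRNA is the mean SD, over all partners, of its log2 ratio to that partner. A low M marks a miRNA that keeps a constant ratio to the others, and the measure needs no scaling between libraries. Over the 764 miRNAs with at least 1 UMI in every library, miR-19b-3p had an M of 0.731 (rank 3 from the most stable), miR-154-5p 0.743 (rank 16) and miR-434-3p 0.743 (rank 18). For miR-342-3p it was 0.748 (rank 27), for miR-103-3p 0.752 (rank 36) and for miR-200b-3p 0.756 (rank 44). The median M of all candidates was 0.939, the lowest 0.728 and the highest 6.34. The myo-miRs stood at the other end, with an M of 1.95 for miR-1a-3p (rank 740), 2.15 for miR-133a-3p (rank 749), 3.01 for miR-499-5p (rank 762) and 6.34 for miR-208a-3p (rank 764).

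**Figure D2:**
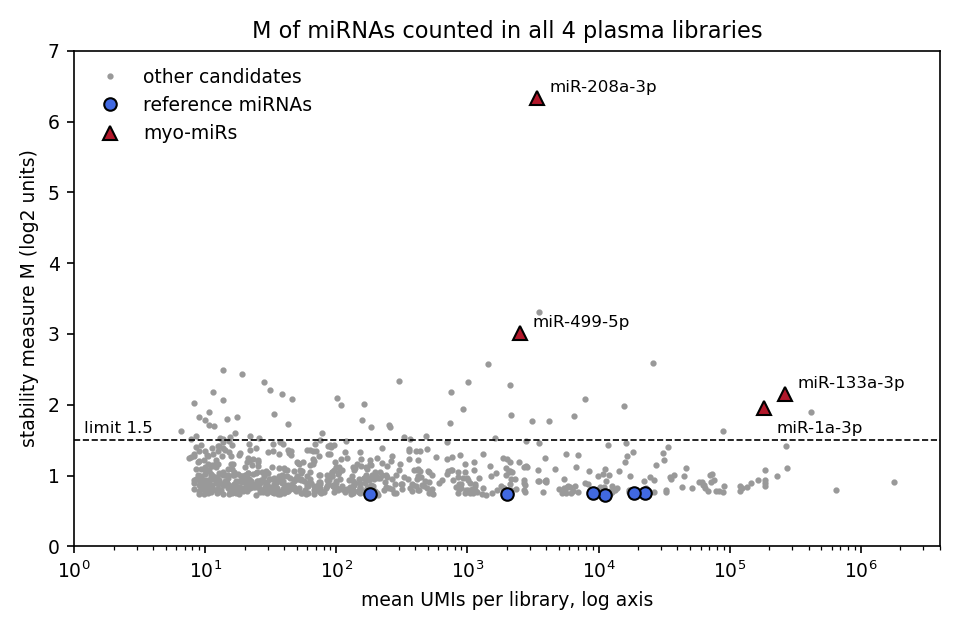
Stability measure M (log2 units) of the 764 miRNAs against their mean UMIs per library (log axis), with small grey points for the other candidates, blue circles for the 6 reference miRNAs and red triangles for the 4 myo-miRs, and a dashed line at the limit of 1.5. The references lie between 0.731 and 0.756 and the myo-miRs between 1.95 and 6.34.

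The description deposited with the sequencing applies this measure with stepwise exclusion of the least stable miRNA and a limit of 1.5. All 6 references lay under that limit, as did 704 of the 764 candidates (92.1%). In the stepwise exclusion miR-342-3p reached rank 13, miR-434-3p 16, miR-200b-3p 20, miR-154-5p 27, miR-19b-3p 28 and miR-103-3p 40. The last 10 miRNAs left were miR-200a-3p, miR-6981-5p, miR-184-3p, miR-532-5p, miR-1960, miR-141-3p, miR-425-3p, miR-3103-3p, miR-673-5p and miR-10b-3p. Of these, miR-6981-5p, miR-3103-3p and miR-1960 had means of only 12.5, 17.3 and 29.8 UMIs per library. At such counts a low M may arise by chance and does not show a steadier level than that of the references. Among 10000 random sets of 6 miRNAs, each drawn from the 50 nearest in mean UMI count, 0 had an M as low as the references (median 0.986, 5th percentile 0.576). This is not independent evidence, because the references were chosen on these libraries. The median exclusion rank of the 6, 3.08% of the candidates from the most stable end, moved to 23.6% without Sham 1, 7.52% without Sham 2 and 4.91% without AMI 2. It was 1.31% on read counts, where 3 of the 6 (miR-200b-3p, miR-342-3p and miR-434-3p) were among the last 10. The same 3 were among the last 10 when candidates needed at least 50 UMIs in every library.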

PCR reactions were performed in SYBR® Green Master Mix (Takara). The cycling program for miRNAs included a 20 s initial pre-incubation at 95 °C followed by 37 cycles of 95 °C for 10 s, 60 °C for 20 s, and 70 °C for 1 s. Real-time PCR was conducted in an ABI PRISM 7900 Sequence Detector system (AB Applied Biosystems). The Ct value was defined as the cycle number at which the fluorescence exceeded the threshold of 100 RFU. The plasma samples with similar Ct values (difference < 0.3) for each of all six reference miRNAs were considered to have same amounts of starting RNAs, and the Ct values of circulating myo-miRs in AMI and Sham samples with same amounts of starting RNAs were compared directly. All PCR primer sequences are reported in Supplementary Table 2.

### BM-MNC and PB-MNC isolation

About 1 ml PB was collected from each group by aspiration from heart, and BM was obtained by flushing the cavity of femurs and tibias. MNCs were obtained by density centrifugation using 1.083 g/ml Lymphocyte separation medium (MP Co., Ltd.), as we previously described^22,37^.

### Flow cytometry

Cells were blocked with 50% rat serum and mouse Fc blocker (BD Bioscience) for 10 min, then stained for 30 min with fluorophore-conjugated antibodies, anti-Lin-FITC (eBioscience; 17A2/RA3-6B2/M1-70/TER-119/RB6-8C5, 1:25), anti-c-kit-PE (eBioscience; 104D2, 1:25), anti-CD105-PE (eBioscience, MJ7/18, 1:25), anti-CD11b-FITC (eBioscience; M1/70, 1:25), anti-CD34-PE (Invitrogen; MEC14.7, 1:25), anti-CD45-PE (eBioscience; 30-F11, 1:25), or their corresponding isotype control antibodies (eBioscience). For CXCR4 staining, primary monoclonal CXCR4 antibody (abcam; EPUMBR3, 1:25) and FITC- or APC-conjugated secondary antibody (goat-anti-rabbit IgG; BD Bioscience) were used. The cells were firstly gated for the intact cell population using forward scatter versus side scatter plots. All flow cytometry data were acquired on an LSRII (BD Biosciences, CA) and analyzed with FlowJo (Treestar, OR).

### BM-MSC culture

BM-MSCs were obtained from mice as described previously^22^. Briefly, BM-MNCs were cultured in low glucose DMEM medium (HYCLONE Co., Ltd., USA) supplemented with 10% FBS (Gibco Co., Ltd., USA); 24 h later, the unattached cells were removed, and the attached cells were cultured continuously until 80%~90% confluence (referred as passage 0, P0). The P0 cells were then detached with trypsin-EDTA (HYCLONE Co., Ltd., USA) and split 1:2 or 1:3 into new plates as P1 cells. For the experiments reported in this study, BM-MSCs at P3-P5 were used after verification with flow cytometry analyzes for expression of MSC markers (i.e., CD44 and CD105) and absence of hematopoietic markers (i.e., CD34 and CD45).

### Western blotting

Proteins were extracted using RIPA Lysis Buffer (Thermo Fisher Scientific, MA, USA) containing protease inhibitors cocktail (Cell Signaling Technology, MA, USA). Protein concentration was measured using the BCA Protein Assay Kit (Beyotime Institute of Biotechnology). Then, protein extract (20 μg) was separated by SDS-PAGE and transferred onto polyvinylidene fluoride microporous membranes (Merck Millipore, Darmstadt, Germany). The membrane was blocked with 5% milk in 0.5% Tris-buffer saline solution (pH 7.6) for 1 h, then incubated overnight at 4 °C with primary antibodies for CXCR4 (abcam; UMB2, 1:1000), GAPDH (abcam; EPR16891, 1:5000), CD9 (abcam; EPR2949, 1:2000), CD63 (Santa Cruz; MX-49.129.5, 1:200), TSG101 (abcam; EPR7130(B), 1:1000), or actin (abcam; EPR16769, 1:5000). The membrane was then incubated at room temperature for 30 min with HRP-conjugated secondary antibodies. The image data were collected on Bio-Rad molecular Imager with Image Lab^TM^ Software and analyzed with NIH ImageJ.

### Overexpression of myo-miRs in BM-MNCs and BM-MSCs

Myo-miRs mimics were synthesized by RiboBio Co., Ltd. (Guangzhou, China) based on mouse mature miR sequences: miR-1a (miRBase IDs: MIMAT0000123), miR-208a (miRBase IDs: MIMAT0000520), miR-133a (miRBase IDs: MIMAT0000145) and miR-499-5p (miRBase IDs: MIMAT0003482). The transfection was carried out by using the riboFect™ CP Transfection Kit (RiboBio Co., Ltd.) according to the manufacturer’s instructions.

### Inhibition of myo-miRs

AntagomiRs are chemically modified anti-sense single-stranded RNA molecules complementary to the mature miRNAs, which can inhibit target miRNAs via degradation and are stable in vivo for at least 2 weeks^38^. MicrOFF™ myo-miRs (miR-1a, miR-208a, miR-133a and miR-499-5p) antagomirs and micrOFF™ miRNA antagomir Negative Control were synthesized by RiboBio Co., Ltd. 

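The 4 mature myo-miRs come from 6 hairpins in the mouse genome (GRCm38), and in this annotation those of miR-208a-3p and miR-499-5p lie inside genes of cardiac and slow muscle myosin heavy chains. Sequences and positions below are those in the hairpins to which the paper's antagomirs are complementary, taken here as the mature miRNAs. miR-1a-3p (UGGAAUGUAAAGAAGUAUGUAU, 22 nt) is encoded by Mir1a-1 on chromosome 2 (180389096 to 180389117, plus strand), outside any other annotated gene. It is also encoded by Mir1a-2 on chromosome 18 (10785485 to 10785506, minus strand), in an intron of the non-coding Mir133a-1hg and antisense to an intron of Mib1. miR-133a-3p (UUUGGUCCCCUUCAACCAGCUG, 22 nt) is encoded near both of these, by Mir133a-1 on chromosome 18 (10782913 to 10782934, minus strand), in the same introns, and by Mir133a-2 on chromosome 2 (180398437 to 180398458, plus strand). miR-208a-3p (AUAAGACGAGCAAAAAGCUUGU, 22 nt) lies in an intron of Myh6, the alpha-myosin heavy chain of the heart, on chromosome 14 (54949072 to 54949093, minus strand). miR-499-5p (UUAAGACUUGCAGUGAUGUUU, 21 nt) lies in an intron of Myh7b on chromosome 2 (155622893 to 155622913, plus strand). Each of these sequences, the reverse complement of an antagomir, was found in its hairpins with 0 mismatches. They were not compared with a separate annotation of mature miRNAs. In the plasma sequencing described above, all 4 were counted in all 4 libraries. miR-133a-3p had 513407 and 487994 UMIs in AMI 1 and AMI 2 and 43001 and 18688 in Sham 1 and Sham 2. miR-1a-3p had 229677 and 438737 UMIs in the AMI libraries and 42455 and 14894 in the Sham libraries. miR-208a-3p had 8057 and 5471 UMIs in the AMI libraries but 6 and 1 in the Sham libraries. miR-499-5p had 4362 and 5510 in the AMI and 177 and 55 in the Sham libraries.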

The sequences of these myo-miRs antagomirs are: miR-1a antagomir, 5′-AUA CAU ACU UCU UUA CAU UCC A-3′; miR-208a antagomir, 5′-ACA AGC UUU UUG CUC GUC UUA U-3′; miR-133a antagomir, 5′-CAG CUG GUU GAA GGG GAC CAA A-3′; miR-499-5p antagomir, 5′-AAA CAU CAC UGC AAG UCU UAA-3′. The four antagomiRs were injected separately, with 1 h intervals, via the tail vein at a dose of 80 mg total antagomiRs (20 mg each in 75 μL volume)/kg body weight/day for 3 consecutive days according to the manufacturer’s instructions^39^. The antagomir negative control was administered at the same dose and injection intervals. The functional inhibition of myo-miRs by the administered antagomirs in vivo was verified by qRT-PCR of the myo-miRs’ known targets in the heart.

### PC colony-forming assay

The PC colony-forming assay was performed in 35-mm dishes with a semisolid methylcellulose medium containing SCF and other recombinant cytokines (MethoCult GF M3434, StemCell Technologies, Canada) by following the manufacturer’s protocol; 2 × 10^5^ PB-MNCs were seeded in each dish, and colonies were counted 12 days later, as we described previously^9^.

### Statistical analysis

All values are reported as mean ± s.e.m. Two-tailed Student’s *t*-test was used to compare two means. One-way or two-way analysis of variance (ANOVA) with a Bonferroni correction was used to compare multiple (>2) means with one or two independent variables, respectively. A *p*-value of <0.05 was considered significant.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Source Data

## Data Availability

The microRNA-seq data is accessible at Gene Expression Omnibus (accession number: GSE124545). All remaining data are included in the article and Supplementary Information files, or available from the authors upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

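Small RNA from the plasma of AMI and Sham mice was sequenced in 4 libraries, 2 per group, and the authors deposited a table of UMI counts and read counts for 921 miRNA entries and 94 piRNA entries (55 piRNA names, some at several places in the genome). The values are whole-number counts with no normalization. bcl2fastq 2.18.0.12 and the build mm10 are named by the authors, and the tools that trimmed, aligned and counted the reads are not given in the sources used here. One blank line of the table was left out. In AMI 1 with Sham 2 and in AMI 2 with Sham 1 the larger UMI count of an entry was never 1 to 9, whereas other pairings of libraries had 71 to 169 such entries, as if a minimum of 10 UMIs had been applied to each pair of libraries, which the sources used here do not state. In this table 150 miRNA and 16 piRNA entries are at 0 in both libraries of one pair.

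Total UMIs were 9016139 in AMI 1, 11461361 in AMI 2, 7460687 in Sham 1 and 4842247 in Sham 2, from 10477137, 13628595, 8691950 and 6192511 reads. UMI counts of miRNA entries were tested with edgeR 4.0.16 (filterByExpr by group, TMM, robust quasi-likelihood fit, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over the 772 miRNAs that passed the filter and a threshold of 0.05. TMM factors were 0.978, 0.845, 1.01 and 1.20, and the common dispersion was 0.0837. Values in CPM use these factors. A fold against a group with 0 UMIs in both libraries is a lower bound against a floor of 3 UMIs over the group, and with 1 to 3 UMIs in a group, and for miR-208a-3p, the ratio of UMIs is given with its exact 95% counting interval. Intervals and floors cover counting error only. With 2 libraries per group, chance alone would put both AMI libraries on one side of both Sham libraries in 33.3% of miRNAs, and other splits of the libraries are too few to test.

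The stability measure M of geNorm was computed in Python 3.11.15 (numpy 2.4.6) from UMI counts of the 764 miRNAs with at least 1 UMI in every library, with stepwise exclusion of the highest M and the limit of 1.5 given with the deposited data. The set of 6 references was compared with 10000 random sets of 6, drawn with a fixed seed. piRNA entries were tested alone with the same edgeR test, with library sizes and TMM from those entries.

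Lists of miRNAs, the tests, the alternatives and the rule for naming miRNAs were set before the data were examined, apart from those said to be chosen later. The 15 lists were the 6 references, the 4 myo-miRs, striated muscle, liver, erythrocyte, platelet, myeloid, lymphoid, endothelial, epithelial, neuronal, hypoxia and stress, the let-7 family, the miR-17-92 cluster with its paralogs, and the Dlk1-Dio3 cluster. Lists share members, so miR-486a-5p and miR-486b-5p are on the striated muscle and erythrocyte lists and 5 of the 6 references are on other lists. Each list was tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the 15 lists. The miRNAs named are the references and myo-miRs, up to 4 members per list with the largest mean UMI count, the 10 miRNAs with the largest mean level, the 10 largest rises and falls among those past the threshold with the AMI libraries on one side of the Sham libraries, and the 10 with the lowest M by stepwise exclusion.

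The alternatives were DESeq2 1.42.0, scaling by library size, by RLE or by the 6 references, no filter or at least 10 UMIs in every library, read counts, miRNA and piRNA entries together, the replicate number as a block, and each library left out in turn. For M they were minimums of 5, 10 and 50 UMIs, a pseudocount with all miRNAs, read counts and no stepwise exclusion. Chosen after the data were seen were a block that joins AMI 1 with Sham 2 and AMI 2 with Sham 1, and a run without entries at 0 in both libraries of a pair. The labels pair the libraries only by number, and the deviations of libraries with the same number from their group means had a correlation of 0.00 over the 750 tested miRNAs without such entries (−0.26 over all 772), across miRNAs, which are not independent replicates.

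The processing was tested on simulated counts with the means and dispersion of these libraries. Of the miRNAs given a change of 4-fold, 54 of 62 were called, and of those given 8-fold, 63 of 64, while of those given 2-fold, 20 of 65 were called, with 1.44% of all calls wrong. Without any change 0 of 772 were called (38 at an unadjusted p under 0.05). For piRNA entries 7 of 10 changes of 4-fold and 10 of 10 of 8-fold were called, with 1 wrong call (5.56% of all calls). A list raised 4-fold gave an adjusted p of 1.03e-41 from camera with the preset correlation but 0.106 with an estimated correlation. In this 1 run the latter thus missed the raised list. The simulated miRNAs were drawn independently of one another, whereas the estimated correlation was 0.39 for the Dlk1-Dio3 list and 0.88 for the miR-17-92 list. The run therefore cannot show how far either p-value holds for lists with correlated members. M equalled a direct computation in 66 of 66 simulated miRNAs. Gene positions come from the GENCODE vM21 annotation of GRCm38.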

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

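All tests of explanations in this part were chosen after the results they bear on had been seen. The results given first are signals in miRNAs and piRNAs that the paper does not discuss, and 3 patterns follow that also take in its myo-miRs, miR-133b and miR-208b.

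Beyond the miRNAs that the paper discusses, 108 miRNAs were higher in AMI plasma at an adjusted p under 0.05 from edgeR, and 17 piRNA entries were higher. In all, 114 miRNAs were higher, which became 47 without AMI 1 and 66 without AMI 2, and the piRNA entries became 8 and 11. Scaled by library size alone 86 miRNAs were higher and 147 lower, and scaled by the 6 references 129 and 74. Several of the largest rises were in other products of the hairpins of myo-miRs and their relatives. miR-208a-5p had 738 and 719 UMIs in the AMI libraries and 0 in both Sham libraries, at least 352-fold higher against a floor of 3 UMIs over the group (153-fold without Sham 1 and 199-fold without Sham 2). miR-208b-5p had 26 and 29 UMIs against 0 and 1, a ratio of 39.8 (95% counting interval 6.86 to 1601), or 17.3 (2.98 to 695) without Sham 1 and at least 7.51-fold higher without Sham 2, which holds the 1 UMI. Its call was lost without AMI 1 (adjusted p = 0.0646) and without AMI 2 (0.174), with a range over the alternatives of 2.92e-06 to 0.174. miR-504-5p had 40 and 33 UMIs against 2 and 1, a ratio of 17.6 (5.80 to 87.4). The log2 fold change was 4.18 for miR-133a-5p (5.07 without Sham 1), 3.91 for miR-1a-1-5p, 3.78 for miR-344d-3p and 3.71 for miR-133c. The neuronal miR-128-3p had a log2 fold change of 1.34, and its call was lost without AMI 1 (adjusted p = 0.126) and without AMI 2 (0.202), with a range of 5.39e-06 to 0.202.

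Hepatocyte miRNAs were higher in AMI plasma, where miR-122-5p, which makes up most of the miRNA of hepatocytes, had a log2 fold change of 2.82 (standard error 0.54, adjusted p = 0.00379 from edgeR, 2.23 without Sham 1 and 3.78 without Sham 2), miR-192-5p of 2.70 (0.41, 0.000880) and miR-194-5p of 2.14 (0.37, 0.00187), while miR-148a-3p, abundant in liver and in other tissues, was at −0.75 (adjusted p = 0.170, or 0.0383 by library size alone). Scaling between libraries was argued against by the median of the list, which was 1.86 or more under each of 4 scalings. A lower share of blood cell miRNAs would go with the log2 ratio of miR-451a, a red blood cell miRNA, to miR-23a-3p. That ratio was 1.02 and 0.52 in AMI 1 and AMI 2 against 3.02 and 1.56 in Sham 1 and Sham 2. Such a loss would have raised epithelial miRNAs along with those of hepatocytes. The epithelial list had a median of −0.24 and an upper quartile of −0.028, which argues against the loss as the whole cause. Together with the endothelial list the upper quartile was −0.052. That list is less telling, as its miR-126a-3p, miR-126a-5p, miR-221-3p and miR-222-3p are also on the platelet list. Release from the liver after AMI is a candidate explanation, but these libraries hold no measure of the liver itself. That 8 of the 11 members were higher in both AMI libraries than in both Sham libraries (16.7% by chance) restates the rise. It therefore does not test this explanation. Of all miRNAs tested, 65.4% had both AMI libraries on one side, and the members include both arms of miR-122, miR-192 and miR-802. miR-192-5p and miR-194-5p are also made in gut and kidney, so another organ stays open for them.

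Cardiac miRNAs rose, while miR-206-3p, a skeletal muscle miRNA, had a log2 fold change of −0.96 (standard error 0.38, adjusted p = 0.0808 from edgeR). Its upper 95% limit of −0.13 goes against more release from skeletal muscle in AMI than in Sham mice. Release common to both groups would not show, as by the paper's methods the Sham mice also had the chest opened. However, miR-133b-3p (4.44) and miR-208b-3p (3.37), which the paper calls specific to skeletal muscle, both rose. A part from skeletal muscle therefore cannot be told apart, as the markers move in opposite directions. Reads of miR-133a-3p taken for miR-133b-3p, which differs from it at the 3′ end, would keep their ratio constant, but the smaller AMI ratio was 1.57 times the larger Sham ratio. This argues against it for all of miR-133b-3p but not for a part, as only 43.5% and 36.2% of its UMIs in AMI 1 and AMI 2 lie beyond what the larger Sham ratio would bring. Release from the heart is a candidate explanation. The smaller log2 fold change of miR-208a-3p and miR-499-5p exceeded the larger of miR-1a-3p and miR-133a-3p, which skeletal muscle shares, by 1.40. This comparison was drawn from the folds that make up the pattern, so it does not test the explanation. A fold also depends on the Sham level, which was 6 and 1 UMIs for miR-208a-3p but 42455 and 14894 for miR-1a-3p.

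Entries at 0 fell together in AMI 1 with Sham 2 and in AMI 2 with Sham 1, for 82 and 84 entries. Low abundance alone at this depth is argued against, since zeros would then fall together in the 4 other pairings too, where at most 3 entries were at 0 in both libraries. Low abundance has a part in it, as the larger count of these entries in the other pair had a median of 12 and was at most 43. A minimum of 10 UMIs applied to each pair before the table was joined is a likely cause, as 0 entries had a larger count of 1 to 9 in either pair, against 71 to 169 in other pairings. Of the tested miRNAs 22 are such entries, and 0 of the 212 called.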

How the results depend on the processing

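The block of AMI 1 with Sham 2 and AMI 2 with Sham 1, and the run without entries at 0 in such a pair, were chosen after the results had been seen. All 4 myo-miRs were called higher, and 0 of the 6 references called, under all 15 alternatives. Outside the runs that leave out a library, 13 values of named miRNAs changed sign, none of them past the threshold, 51 passed the threshold that had not and 3 no longer passed. In the runs that leave out a library 18 passed that had not and 18 no longer passed. With the replicate number as a block, 172 miRNAs were called (96 higher, 76 lower) and 30 piRNA entries, and with the crossed block of AMI 1 with Sham 2 and AMI 2 with Sham 1, 249 (133 higher, 116 lower) and 26. By library size 86 were higher and 147 lower, and scaled by the 6 references 129 and 74. Leaving out 1 library leaves an arm with 1 library, assumed to vary like the other group, and gave 79 to 305 miRNAs called, 47 to 165 higher and 29 to 140 lower, with the fewest without AMI 1 (79) and without AMI 2 (95). These runs gave 14 to 35 piRNA entries called, 8 to 14 higher and 3 to 21 lower, a median exclusion rank of the references of 2.81 to 23.6%, and 0 to 3 references among the last 10. The piRNA counts were 4 called, 3 higher and 1 lower with no filter, and 10 lower with the crossed block. The median exclusion rank was 1.31% on read counts, and 3 references were among the last 10 on read counts, 3 with at least 50 UMIs and 1 without stepwise exclusion. The cause was not tested. The log2 fold change of miR-19b-3p was −0.052 with DESeq2, −0.26 by library size, −0.052 with RLE and −0.019 with no filter. That of miR-29a-3p was −0.030 with DESeq2, −0.28 by library size and −0.030 with RLE, and that of miR-486a-5p −0.090 by library size. Scaled by the 6 references, miR-103-3p was at 0.055, miR-154-5p at 0.0060, miR-200a-3p at 0.11 and miR-92a-3p at 0.0072. With at least 10 UMIs in every library miR-200a-3p was at 0.0016. Without 1 library, miR-19b-3p ranged from −0.070 to 0.070, miR-103-3p from −0.28 to 0.031, miR-126a-5p from −0.50 to 0.011 and miR-200a-3p from −0.30 to 0.21. miR-29a-3p ranged from −0.39 to 0.61, miR-92a-3p from −0.42 to 0.072, miR-486b-5p from −0.035 to 0.72 and miR-486a-5p from −0.16 to 0.50. In these runs the median of the erythrocyte list ranged from −0.30 to 0.26 and that of the miR-17-92 list from −0.24 to 0.87. With 2 libraries per group and the spread between them, simulated changes of 2-fold were called in 30.8% of cases, so smaller changes are mostly out of reach.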

Differences from the paper's values

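The paper's folds are from qRT-PCR of plasma 6 h after surgery, and those given here from sequencing of 4 plasma libraries. The time after surgery of the sequenced plasma, and whether it came from the animals of Fig. 1a, are not stated. Both are folds of AMI over Sham on a linear scale. For miR-1a the paper's fold is about 100000 in Fig. 1a, read by eye, and the fold here was 8.74. For miR-133a it is about 130000 in Fig. 1a, and here 12.2. For miR-499-5p it is about 33000 in Fig. 1a, and here 32.2. For miR-208a it is about 4800 in Fig. 1a, and here 1398. Under the alternatives set before the data were examined, the folds here were 6.25 to 13.9 for miR-1a-3p, 9.37 to 16.9 for miR-133a-3p and 22.3 to 56.0 for miR-499-5p, and every one of these alternatives differs from the paper's fold. For miR-208a-3p they were 898 to 3933. By point value, only the run without Sham replicate 1 (3933) comes within 1.5 times the paper's fold, while the other alternatives differ from it. That run rests on 1 Sham UMI of miR-208a-3p, and the counting interval of its UMI ratio was 763 to 168023. With all libraries the Sham group held 7 UMIs, and the counting interval was 679 to 3481. These intervals leave out the spread between libraries, so the point values do not decide whether the miR-208a-3p fold differs from the paper's.

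Fig. 1a shows the largest of the 4 folds for miR-133a and the smallest for miR-208a. Here the largest was that of miR-208a-3p (1398) and the smallest that of miR-1a-3p (8.74). All 4 were higher in AMI plasma, as in Fig. 1a.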

Other observations

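The comparison of piR_000691 with 5S rRNA genes was chosen after the values had been seen. So was the naming of list members beyond the 4 most abundant of each list, except those that the naming rule took in otherwise. The exceptions, such as miR-133b-3p and miR-181a-5p among the largest rises and falls, were run under the alternatives. The other members beyond the 4 were not. miRNAs of striated muscle were far higher in AMI plasma. Of 19 tested, 14 rose and 0 fell at an adjusted p under 0.05 from edgeR (15 higher and 1, miR-206-3p, lower when adjusted over the list alone), with a median log2 fold change of 3.37, also with miR-208a-5p at its lower bound (camera adjusted p = 2.97e-17, but adjusted p = 0.277 with an estimated correlation). All 4 myo-miRs rose, also when adjusted over the list alone, with a median of 4.31, or 4.94 without Sham 1 (camera adjusted p = 1.43e-09, but adjusted p = 0.277 with an estimated correlation). miR-208a-3p, from the gene of the heart's alpha-myosin heavy chain, had a log2 fold change of 10.45 (standard error 0.67, adjusted p = 3.28e-06, 11.94 without Sham 1 and 9.81 without Sham 2), and its UMIs a ratio of 1399 (95% counting interval 679 to 3481). miR-499-5p had a log2 fold change of 5.01 (0.51, 9.96e-05, 5.81 without Sham 1), miR-133a-3p of 3.61 (0.45, 0.000302) and miR-1a-3p of 3.13 (0.50, 0.00113, 3.80 without Sham 1). miR-133a-3p was the most abundant of the 4 in both AMI libraries, at 58666 and 50624 CPM, and the 4 together took 8.44% and 8.22% of the miRNA UMIs in AMI 1 and AMI 2 and 1.15% and 0.696% in Sham 1 and Sham 2. miR-133b-3p (4.44), part of whose UMIs may be miscounted miR-133a-3p (its smaller AMI ratio to miR-133a-3p was 1.57 times the larger Sham ratio), and miR-208b-3p (3.37) rose too. The 5 that did not pass were miR-486a-5p (0.15) and miR-486b-5p (0.32), which red blood cells share, miR-206-3p, miR-378a-3p (0.92) and miR-1b-3p (0.95).

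Hepatocyte miRNAs were also higher, with 7 of 11 risen, 1 (miR-455-3p, −1.28) fallen and a median of 2.14 (camera adjusted p = 0.00246, but adjusted p = 0.349 with an estimated correlation, and 8 higher and 1 lower when adjusted over the list alone). miR-802-5p (2.47) and miR-122-3p (2.87) were among the 7. The largest fall of all was that of miR-196a-5p, a miRNA of the Hox clusters, at −5.56 (standard error 0.55, adjusted p = 8.80e-05, −4.82 without Sham 2), with 152 and 273 UMIs in the AMI libraries and 4783 and 8809 in the Sham libraries. All 4 miRNAs miR-181a-5p to miR-181d-5p fell, miR-181a-5p at −3.22 (0.41, 0.000307), miR-181b-5p at −3.40 (0.39, 0.000205), miR-181c-5p at −3.10 and miR-181d-5p at −2.98. The first 3 of these and miR-342-5p (−3.68) stand beside risen miR-29c-3p (1.87) and miR-29b-3p (1.46) in the lymphoid list, of which 2 of 11 rose and 4 fell (median −0.47, camera adjusted p = 0.0461, but 0.0508 to 0.221 in the 11 of 15 alternatives that ended the call and adjusted p = 0.543 with an estimated correlation). Of the let-7 family 5 of 10 fell and 0 rose (median −1.02, camera adjusted p = 0.0334, but adjusted p = 0.543 with an estimated correlation). They were let-7c-5p (−2.10, adjusted p = 0.00477), let-7b-5p (−1.38, call lost without AMI 1 at adjusted p = 0.339 and without AMI 2 at 0.180, range over the alternatives 3.72e-05 to 0.339), let-7e-5p (−1.32), let-7f-5p (−1.23) and let-7k (−1.72). The call of the family was lost without AMI 1 (adjusted p = 0.190), without Sham 1 (0.0598), with at least 10 UMIs in every library (0.0652) and with piRNA entries included (0.0535), with a range over the alternatives of 0.00237 to 0.190. That of let-7c-5p was lost without AMI 1 (0.101, range 3.28e-10 to 0.101). miRNAs of the imprinted Dlk1-Dio3 cluster were lower, with 14 of 39 fallen and 0 risen (18 lower and 1, miR-485-3p, higher when adjusted over the list alone), a median of −0.96 and camera adjusted p = 2.79e-05 (adjusted p = 0.570 with an estimated correlation). Its members include miR-379-5p (−2.20, call lost without AMI 1 at adjusted p = 0.0875, range 1.15e-13 to 0.0875), miR-329-3p (−2.28) and miR-127-3p (−1.33, call lost without AMI 1 at 0.260 and without AMI 2 at 0.211, range 5.39e-06 to 0.260), as well as the references miR-434-3p and miR-154-5p.

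The other lists did not pass camera with the preset correlation, and their counts when adjusted over the list alone are given where they differ. Of the neuronal list 4 of 10 rose, miR-137-3p (3.59), miR-9-5p (1.52), miR-9-3p (1.40) and miR-128-3p, and 2 fell, miR-183-5p (−1.65) and miR-219a-5p (−1.36). This list had camera adjusted p = 0.510 (adjusted p = 0.633 with an estimated correlation), and 4 were higher and 3 lower, with miR-218-5p (−1.13), when adjusted over the list alone. miR-218-5p (adjusted p = 0.0614) passed in 9 of 15 alternatives (6.32e-05 to 0.563). Of 14 erythrocyte miRNAs 2 fell, miR-183-5p and miR-363-3p (−1.68), and 0 rose (camera adjusted p = 0.473, adjusted p = 0.705 with an estimated correlation), with miR-16-5p at 0.74 (adjusted p = 0.233) and miR-451a at −1.26 (0.0536). miR-451a passed the test in 9 of 15 alternatives, DESeq2, RLE and library size among them (adjusted p = 3.00e-05 to 0.410 over the alternatives) and was at −0.63 without Sham 1 and −1.72 without Sham 2, and miR-16-5p only without Sham 1 (1.24, adjusted p = 0.0161, highest 0.753). Of 13 platelet miRNAs 1 fell, miR-199a-5p at −1.81 (camera adjusted p = 0.232, adjusted p = 0.629 with an estimated correlation). The entry shared by miR-199a-3p and miR-199b-3p was at −1.09 (adjusted p = 0.0600) and passed in 10 of 15 alternatives, DESeq2, RLE, library size and read counts among them (0.00149 to 0.602). Of 10 myeloid miRNAs 1 fell, miR-155-5p at −1.33 (camera adjusted p = 0.483, adjusted p = 0.629 with an estimated correlation), and miR-223-3p was at 1.07 (adjusted p = 0.0587) and passed in 7 of 15 alternatives (0.00253 to 0.392), DESeq2 and read counts among them. Of 9 miRNAs of hypoxia and stress 2 fell, miR-146b-5p (−1.42) and miR-155-5p, or 5 when adjusted over the list alone, with miR-21a-5p, miR-146a-5p and miR-210-5p (camera adjusted p = 0.146, adjusted p = 0.543 with an estimated correlation). miR-146a-5p (−1.10, adjusted p = 0.0583) passed in 9 of 15 alternatives (9.21e-05 to 0.498) and miR-21a-5p (−1.07, 0.0662) in 6 (0.00143 to 0.585). miR-210-3p, which hypoxia induces, was at −0.05 (adjusted p = 0.962). Of 13 endothelial miRNAs 3 fell, miR-503-5p (−2.19), miR-322-5p (−1.37) and miR-126b-5p (−1.17), with camera adjusted p = 0.0860 and adjusted p = 0.543 with an estimated correlation. Of 16 epithelial miRNAs 3 fell, miR-215-5p (−1.80), miR-203-3p (−1.78) and miR-200c-3p (−1.44), or the first and the last of these when adjusted over the list alone (camera adjusted p = 0.146, adjusted p = 0.629 with an estimated correlation). The call of miR-203-3p was lost in 6 of 15 alternatives, among them without Sham 2, where it was at −0.25 (against −2.51 without Sham 1; adjusted p = 0.603, range 2.59e-13 to 0.603), without AMI 1 (0.153) and without AMI 2 (0.0527). miR-205-5p (−1.49, adjusted p = 0.0679) passed in 8 of 15 alternatives (8.99e-10 to 0.840) and was at −2.19 without Sham 1 and −0.11 without Sham 2. Of 12 miRNAs of the miR-17-92 cluster and its paralogs 1 fell, miR-363-3p (camera adjusted p = 0.801, adjusted p = 0.942 with an estimated correlation). Of the 6 references 0 rose or fell (camera adjusted p = 0.609, adjusted p = 0.705 with an estimated correlation). Camera at the preset correlation passed for the endothelial list with no filter (adjusted p = 0.0290), and without Sham 1 for the epithelial (0.0351), hypoxia (0.0457) and miR-17-92 (0.0457) lists. By fry, which does not compare a list with other miRNAs, the striated muscle, myo-miR and liver lists moved one way at an adjusted p of 0.0280. In the mixed test of fry, which takes changes in either direction, all lists passed but the epithelial and miR-17-92 lists (both adjusted p = 0.130). The 6 references thus passed the mixed test (adjusted p = 0.0341) but not the one-way test of fry (0.131). Passing the mixed test does not set them apart from most lists. Over all miRNAs tested, 65.4% had both AMI libraries on one side of both Sham libraries, against 33.3% by chance. The miRNAs share the same 4 libraries and are not independent, so this gap does not separate surgery from other differences between libraries. The calls of miR-183-5p and miR-146b-5p were lost without AMI 1 (log2 fold changes −1.36 and −1.18) and without AMI 2 (−1.96 and −1.67).

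piRNA entries took 0.708% and 0.442% of the UMIs in AMI 1 and AMI 2 and 0.148% and 0.215% in Sham 1 and Sham 2. Of 77 tested, 37 differed at an adjusted p under 0.05 from edgeR, 17 higher and 20 lower in AMI, and 43 when the miRNA entries set the scaling, 15 higher and 28 lower. piR_000620, listed at 2 places, had log2 fold changes of 3.58 (standard error 0.50, adjusted p = 1.78e-09) and 3.19 (0.49, 3.01e-08) and held 84.3%, 81.1%, 33.2% and 41.0% of the piRNA UMIs in AMI 1, AMI 2, Sham 1 and Sham 2. The entries of piR_000691 are places of 1 piRNA name, so they are not independent and may count 1 signal many times. Of the 18 tested, 16 were lower and 0 higher, and all 18 had a log2 fold change under 0. These 16 make up most of the 20 lower piRNA entries. How many passed depends on the processing, with 18 lower on read counts, 17 when the miRNA entries set the scaling, 14 with DESeq2, 10 with the replicate number as a block, 7 with the crossed block and 0 with no filter. Without AMI 1, 7 were lower, without AMI 2, 2, without Sham 1, 12, and without Sham 2, 13, and 0 were higher in any of these runs. Of its 20 entries on chromosome 8, 17 lie at 1 constant distance, 2886089 bases, from an annotated 5S rRNA gene in GRCm38, against 3 at the next most frequent distance. At their listed positions 0 overlap one, so the listed positions may belong to another genome build, and none are given here. These entries may thus count pieces of 5S rRNA rather than a piRNA, and their fall need not be one of piRNAs. Their sequences were not compared. Without AMI 1, 17 piRNA entries were called, without AMI 2, 14, and with no filter, 4.

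The paper places a binding site of miR-1a in the 3′ UTR of CXCR4. In GRCm38 the 3′ UTR of Cxcr4-201, 644 nt long, holds ACAUUCCA 1 time, at 295 to 302 (chromosome 1, 128588541 to 128588548, minus strand), in the sequence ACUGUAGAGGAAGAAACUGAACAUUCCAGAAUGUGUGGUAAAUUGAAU. The seed of miR-1a-3p, GGAAUGU, pairs with it.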
